A study of Mus musculus with 4 samples.

How the data were processed

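The series holds 4 samples of polyA RNA from mouse embryonic fibroblasts (MEFs) whose H3f3b gene was replaced by a tagged H3.3 cDNA. The labels conflict on the assay: the series title names RNA-seq, while the description of each sample reads scTSS-seq. Per the labels' protocols, libraries were made by standard Illumina methods, and the deposited values are FPKM per locus. The values were treated as RNA-seq, and the assay was not checked on reads. Per the labels, the samples cross pretreatment (naive or pretreated) with stimulation (0 h or 1 h of interferon-beta), with 1 library in each of the 4 groups. The stated dose was 100 U/ml; the length of the pretreatment and the interval after it are not in the labels. Values were analysed for 2 libraries, naive at 1 h and pretreated at 1 h. The 0 h libraries were not analysed here, so 3 of the 4 planned contrasts, and the induction by 1 h of interferon within each state, were not computed. Each value column was matched to its library through the sample names written beside it in every row.

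The authors deposited 1 table of a pairwise comparison with a row per locus: an FPKM value (fragments scaled by transcript length and by the number of mapped fragments) for each library, a status, a log2 fold change, a test statistic, a p-value, a q-value and a yes or no call. Per the file headers the layout is that of a Cuffdiff output; the aligner, the program version, the annotation, the filters and any scaling between libraries are not stated there or in the labels. The deposited q-values are the Benjamini-Hochberg adjustment of the deposited p-values over the loci with status OK, since recomputing it with statsmodels 0.14.6 gave a largest difference of 1.68e-06. The calls correspond to a q-value under 0.05. The deposited log2 fold change is the ratio of the pretreated to the naive FPKM, except for the 19 loci of status FAIL and the 5 of status HIDATA, where it is 0, and for other loci with a value of 0, where a placeholder number is written. The deposited test statistic, a score, had the opposite sign to the fold change at every tested locus above 0 in both libraries and was not used further.

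Loci carry a serial number and UCSC transcript IDs, not gene symbols. Of 38980 distinct transcript IDs, 0 were found in the gene name tables used here, so genes are not named and the gene lists drawn up in advance (interferon-stimulated, immediate-early and others) could not be applied. The genome build is not stated. It is not GRCm38: the last locus on chromosome 1 ends at position 197002909, beyond the last GRCm38 annotated transcript end there, 195323493. No annotation of the deposited build was used, so exon, intron and UTR positions and GC content were not assigned. Positions are given in the build of the deposited table, 1-based. The deposited starts were raised by 1, because raised starts coincided with a GRCm38 transcript start at 1.12% of loci and unraised starts at 0.137%. The span of a locus is the genomic length of its listed position with introns, not its transcript length. At the 3784 loci that share their span with another locus, it may be longer than the locus itself.

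The change at each locus was the difference of log2(FPKM + 1) between the pretreated and the naive library. Fold changes on this scale understate the change of low loci. Loci with status FAIL or HIDATA (24 together) were left out, and loci with a mean FPKM of at least 1 over the 2 libraries were kept. Changes past 2-fold were counted. With 1 library per group there is no replicate error, and no test across samples was run. The authors' deposited p-values compare the reads of these 2 libraries, not the conditions. The design fixed in advance used the mean over all 4 libraries for the filter; only 2 entered it. The rule for naming loci was to take the 5 largest changes on each side among loci past 2-fold. Since symbols are missing, the first 2 on each side are named.

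The FPKM table gives no read counts, and the absolute depth is unknown. Relative depth was read from the low values: where whole reads were counted, the ratio of the libraries at a locus is a ratio of small whole numbers times a constant. That constant was sought by a grid search over ratios of whole numbers up to 3. Constants that differ by a simple ratio share most steps, so the steps alone leave it open. It was therefore also read directly from loci listed at 0 in one library, where many of the authors' deposited p-values equal the upper tail of the normal distribution beyond the square root of a whole number, taken as the number of reads in the other library. For loci without a transcript ID and with 1 to 4 such reads, the FPKM value of 1 read was set against the span, and each pretreated value was compared with the naive value interpolated at the same span on log scales. This reading was chosen after seeing the data. Neighbouring changed loci and chromosome medians were compared with 10000 permutations of the loci, within deciles of mean FPKM for neighbours, and within 10 span classes by 5 classes of mean FPKM for chromosomes. These describe the 2 libraries only. Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a minimum mean FPKM of 5, centring on the median and a 4-fold threshold. Restriction to loci with a transcript ID, to spans of at least 300 bp, to loci above 0 in both libraries, and the span or transcript ID restriction with centring were chosen after seeing the data. All functions were tested on simulated data: over 17552 simulated loci, 200 of 200 loci changed 4-fold were recovered past 2-fold and 3 unchanged loci also passed. Both simulated libraries had the same depth and counting noise only. Changes were planted only at loci with a mean FPKM of at least 5 and at least 200 expected reads, so recovery was nearly certain. The simulation checks the functions and does not tell how many unchanged loci pass 2-fold in the deposited libraries. A planted ratio of 2.1 in the value of 1 read was recovered as 2.1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.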

Results

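To ask how an earlier exposure to interferon-beta alters the transcriptome of cells that meet it again, RNA-seq profiles of naive and interferon-pretreated MEFs were compared after 1 h of interferon-beta at 100 U/ml. Interferon-beta is a type I interferon, a cytokine that switches on antiviral gene expression. MEFs are primary fibroblasts grown from mouse embryos. Of the 4 groups in the design, the 2 groups at 1 h were compared, with 1 library each, so no value below has a replicate error and no difference has a replicate check.

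The table covered 17576 loci. The authors tested 13388 of them, left 4164 untested, and gave a failure status to 19 and a HIDATA status to 5. A transcript ID was attached to 15883 loci, and 1693 loci had none. The median FPKM was 1.69 in the naive library and 1.41 in the pretreated library. More loci were listed at 0 in the pretreated library (1395) than in the naive library (828).

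The number of reads behind each FPKM value is unknown, but the relative depth of the libraries was read from the low values. Among 2325 untested loci above 0 in both libraries, ratios fell on whole-read steps, with whole numbers of up to 3 reads, most often when 1 pretreated read was taken to be worth 1.02 more than 1 naive read on the log2 scale (16.1% of ratios). A constant of 0.022, that is nearly equal depth, placed 15.01% of ratios on steps, so the steps alone did not separate a 2-fold difference from none. At the median of the constants tried, 0.043% fell on steps. Loci listed at 0 in one library gave a direct reading. At 533 of the 1395 loci listed at 0 in the pretreated library only, and at 436 of the 823 listed at 0 in the naive library only, leaving out the 5 loci of status HIDATA, the p-value in the authors' deposited table was that of 1 to 4 reads. Among such loci without a transcript ID, the value of 1 read at the same span was higher in the pretreated library at all 14 loci compared, with a median of 1.02 and a range of 1.00 to 1.03 on the log2 scale. Thus 1 pretreated read was worth 2.03 naive reads. The depth of the pretreated library, as used in the FPKM values, was 0.492 of that of the naive library, so low values had a lower counting precision in the pretreated library. The value of 1 read also rose steeply at short spans: in the naive library it was 0.0670 FPKM at 622 bp and 29.6 FPKM at 113 bp.

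**Figure D1:**
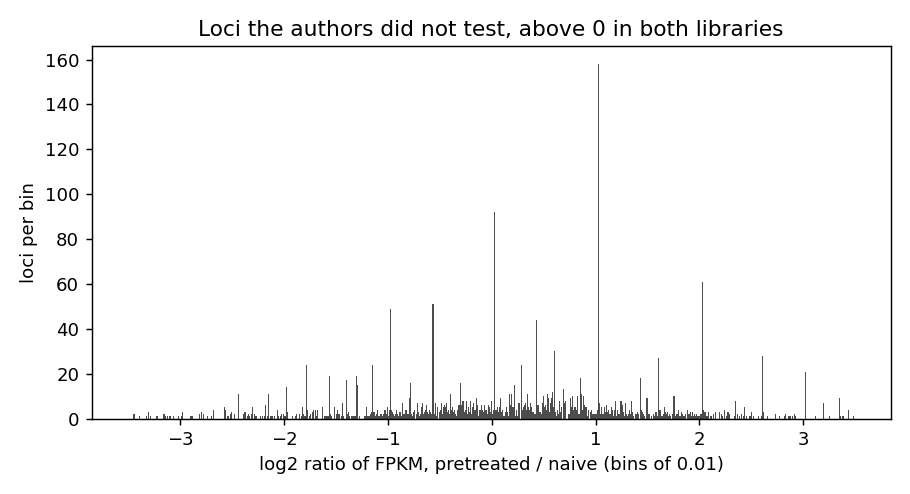
Histogram of the log2 ratio of FPKM (pretreated over naive, bins of 0.01) for loci that the authors did not test and that were above 0 in both libraries; bar height is the number of loci. The ratios pile up on narrow spikes; within the tolerance of the search, and with 1 pretreated read worth 1.02 more, 127 loci lie at 1 pretreated to 1 naive read, 69 at 1 to 2, 53 at 2 to 1 and 43 at 1 to 4.

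Pretreated and naive MEFs were then compared at 10228 loci with a mean FPKM of at least 1. Within these, 9211 loci (90.1%) differed by less than 2-fold. At least 2-fold higher values in pretreated cells were found at 289 loci and at least 2-fold lower values at 728 loci, so that 71.6% of the changed loci were lower. The median change of all 10228 loci was -0.16 on the log2 scale, with quartiles of -0.51 and 0.17. Counted relative to this median, 423 loci were higher and 527 lower, which put the lower share at 55.5%. The count moved most with the threshold: at 4-fold, 99 loci were higher and 143 lower. At 10-fold, 41 loci were higher and 41 were lower.

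In the authors' deposited table, 2121 loci carried a significant call at a q-value under 0.05: 523 were higher and 1598 lower in the pretreated library. This test rests on the reads of 1 library per condition. Of the 289 loci past 2-fold on the higher side, the authors' deposited table called 241, and of the 728 on the lower side it called 503. A further 976 called loci in the comparison differed by less than 2-fold.

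The largest increase was at XLOC_020717 (transcripts uc008zii.1, uc008zij.2 and uc012ecu.1) on chromosome 5, from 121326151 to 121357577, a span of 31427 bp. Its value was 1.56 FPKM in naive and 226 FPKM in pretreated cells, a log2 change of 6.47. The next was XLOC_010848 on chromosome 17, from 35378691 to 35580718, with 4 transcript IDs, the first being uc008chf.1. It rose from 95.7 FPKM in naive to 5941 FPKM in pretreated cells, a log2 change of 5.94. Its span is shared by 7 loci of the table, so the division of reads among them is uncertain. Both were called in the authors' deposited table, which lists their q-values as 0. Of all 289 higher loci, 74 share their span with another locus.

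The largest decreases were at short loci without a transcript ID. XLOC_010342 on chromosome 16, from 8922437 to 8922539, had 1041 FPKM in naive cells and was listed at 0 in pretreated cells. XLOC_016217 on chromosome 2, from 36663301 to 36663407, had 737 FPKM in naive cells and was listed at 0 in pretreated cells. Their spans are 103 bp and 107 bp, and the authors' deposited table gives q-values of 0.0187 and 0.0179. Both spans are shorter than any at which the value of 1 read was found, and high FPKM values can rest on few reads there. A value of 0 in a table without counts does not give a fold change. Of the 728 lower loci, 121 were listed at 0 in the pretreated library, and of the 289 higher loci, 17 were listed at 0 in the naive library.

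**Figure D2:**
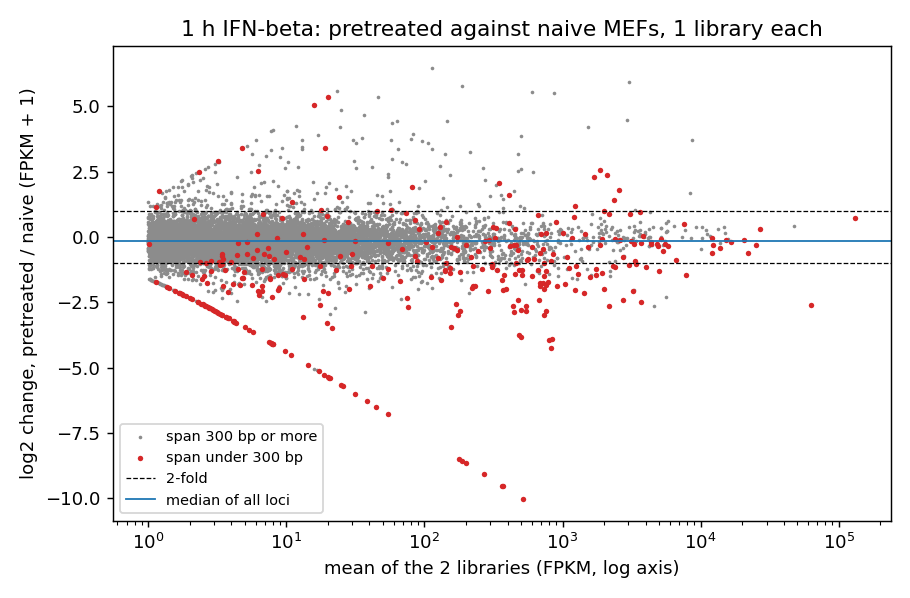
Change of each of the 10228 loci (log2 of FPKM + 1, pretreated over naive, vertical axis) against its mean FPKM (log axis); red points are loci with a span under 300 bp, dashed lines mark 2-fold and the blue line the median of -0.16. The diagonal string of red points at the bottom holds loci listed at 0 in the pretreated library. The largest increases are at loci with longer listed spans, some of which are shared with other loci.

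Lower loci outnumbered higher loci in all 5 classes of span, and the size of the imbalance varied with the span. Loci that share a span were classed by that shared span, so the longer classes may hold some short loci. Under 300 bp, 341 loci were compared, of which 311 had no transcript ID; 57.5% of them were at least 2-fold lower and 6.74% at least 2-fold higher in pretreated cells, with a median log2 change of -1.25. From 300 bp to under 1000 bp, 23.4% of 564 loci were lower and 9.57% higher, with a median of -0.39. From 1000 bp to under 10000 bp, 5.24% of 1984 loci were lower and 3.23% higher, with a median of 0.0014. From 10000 bp to under 100000 bp, 4.15% of 5884 loci were lower and 1.80% higher, with a median of -0.17. At 100000 bp or more, 3.57% of 1455 loci were lower and 2.89% higher, with a median of -0.19. Loci under 300 bp held 44.5% of the summed FPKM in the naive library and 35.8% in the pretreated library. These sums cover all loci of the table. The 5 loci of HIDATA status, listed at 0 in the naive library, thus add to the pretreated sum only and lower the pretreated share.

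**Figure D3:**
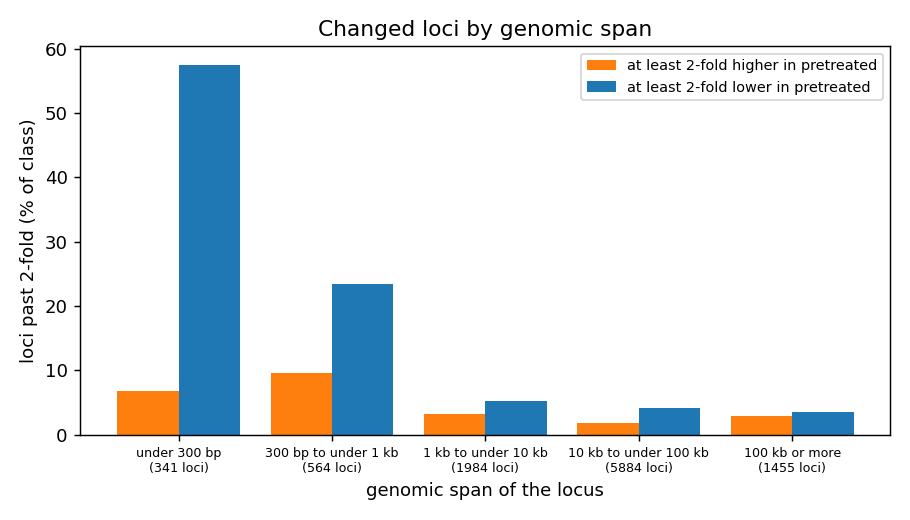
Share of loci at least 2-fold higher (orange) or lower (blue) in the pretreated library, in percent of each class of genomic span, with the number of loci under each class. The lower share falls from 57.5% under 300 bp to 3.57% at 100000 bp or more, while the higher share stays between 1.80% and 9.57%.

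Loci with a transcript ID showed a smaller imbalance. Among 9227 such loci, 222 were at least 2-fold higher and 391 at least 2-fold lower in pretreated cells, and the median log2 change was -0.13. Counted relative to that median, 320 were higher and 259 lower. Among 1001 loci without one, 67 were higher and 337 lower, with a median of -0.57.

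Higher loci often lay next to each other. To count this without overlaps, 1 locus was kept of each group of overlapping loci with a transcript ID, which left 8427 loci, 191 of them higher. They formed 33 neighbouring pairs, against a mean of 4.32 ± 2.03 (SD) in 10000 permutations within deciles of mean FPKM. The highest count in any permutation was 15. Neighbouring pairs of the 355 lower loci numbered 23, against 15.03 ± 3.78 (SD); 287 of the 10000 permutations gave as many. There were 5 runs of at least 3 consecutive higher loci, and 4 of these runs had 4 loci. They lay on chromosome 1 from 175398609 to 175844310, on chromosome 14 from 59863278 to 60059714, on chromosome 15 from 74785481 to 75102664 and on chromosome 17 from 34318986 to 34353266. The median log2 changes in these runs were 1.94, 3.23, 1.21 and 2.25 respectively. The remaining run had 3 loci, on chromosome 7 from 113043633 to 113672726, with a median log2 change of 1.69.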

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

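The test in this part was chosen after the values were seen. The 5 loci with HIDATA status were left out of the comparison, yet they carry a strong signal in the pretreated library: their values there ran from 5035 to 30993 FPKM, and each is listed at 0 in the naive library. They were singled out because this signal lies outside the loci compared. A technical explanation is a limit on reads in the authors' processing that was exceeded in the naive library, so that no estimate was made. Among 17225 loci with a span of at least 300 bp, the lowest of the 5 ranked 37 by pretreated FPKM. The 5 loci are all those of HIDATA status, so their choice did not fix this rank. High pretreated values go with a limit on reads. They were seen before the test was chosen, however, so the rank alone does not decide. Of the loci ranked above it, 32 had a naive value, so a high pretreated FPKM did not always go with a missing estimate. FPKM values give no read counts, so these 32 loci do not decide on a limit on reads either. A limit on reads would be met first in the deeper library, which was the naive one. A true absence of these transcripts in naive cells was not tested, since there is 1 library per group, and the values of 0 were treated as missing.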

How the results depend on the processing

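Of 19 results laid out before the data were examined, 2 were computed, the counts of higher and lower loci at 1 h. The other 17 need the 0 h libraries or gene symbols and were not run, under the main setting or any alternative. No replicate was left out and no paired analysis was possible because each group has 1 library.

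Lower loci outnumbered higher loci under each of the 5 alternatives set in advance. The counts moved by more than 1.5-fold under 3 of them: a pseudocount of 0.1 gave 465 higher and 1175 lower loci, a minimum mean FPKM of 5 gave 176 and 452, and a 4-fold threshold gave 99 and 143. Without a filter there were 314 and 868. Centring on the median gave 423 and 527; all 289 higher loci remained, and 527 of the 728 lower loci.

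Of the alternatives added after seeing the data, restriction to loci with a transcript ID left 391 lower loci, and to loci of 300 bp or more, 532. Higher loci outnumbered lower loci when centring was joined with a restriction: 387 loci were higher and 361 lower at 300 bp or more, and 320 were higher and 259 lower with a transcript ID. Centring the non-overlapping loci used for neighbouring pairs gave 287 higher and 217 lower, against 191 and 355 without it. The cause was not tested beyond the values given under the other observations. The median log2 change lay between -0.19, with a pseudocount of 0.1, and -0.06, without a filter. The authors' calls stayed within 1.5-fold under both restrictions tried, at 460 higher and 1265 lower loci with a transcript ID and 513 and 1506 at 300 bp or more. For the 4 named loci these alternatives show no stability: filters and restrictions cannot move the value of a locus, centring shifts every locus alike, and the 2 lower loci are listed at 0 in the pretreated library. A pseudocount of 0.1 gave log2 changes of 7.09 and 5.95 for the 2 higher loci, against 6.47 and 5.94.

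Depth limits the comparison in 3 ways. The pretreated library had 0.492 of the depth of the naive library, so values near 0 are less certain there. Short loci can reach high FPKM values on few reads, so FPKM does not rank their reliability. With 1 library per group, variation between cultures cannot be told from an effect of pretreatment at any locus.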

Other observations

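The tests in this part were chosen after the pattern was seen, except the effect of centring on neighbouring loci and the effect of a common testing limit, whose predictions were written before their results.

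More loci were lower than higher in the pretreated library (71.6% of those past 2-fold). Unequal depth is not excluded as a contributor: 1 read was worth 1.02 more (log2) in the pretreated library, so that library, with fewer reads, may list more low loci at 0 and scatter more at others. Leaving out loci listed at 0 in either library left 607 of 879 changed loci lower, or 69.1%, so zeros alone did not account for the imbalance. Scatter at low reads is not excluded either. At 300 bp or more and a mean FPKM of at least 16, 94 loci were higher and 161 lower, a lower share of 63.1%. Over all compared loci of 300 bp or more, lower loci exceeded higher loci in each of 5 classes of mean FPKM, from 4.73% against 2.41% in the lowest class to 7.49% against 6.15% in the highest, but a high FPKM value can rest on few reads: 2 of the 255 changed loci at 16 FPKM or more were listed at 0 in a library with a p-value of 1 to 4 reads. Among loci under 300 bp past 2-fold that the authors called, 90.2% were lower (92 of 102), but these were picked by a test on the same reads at unequal depth, so loci with few reads are not excluded among short loci. Without loci with a listed span under 300 bp, 66.7% of changed loci were lower, but short loci listed on a shared span may remain. Centring on the median lowered the share over all loci to 55.5%, and both steps together gave 387 higher and 361 lower loci, a lower share of 48.3%; among loci with a transcript ID, centring gave a lower share of 44.7%. Centring removes a broad shift whatever its origin, so scaling between the libraries cannot be told apart from a broad biological change. A difference in fragment size or in the recovery of small RNAs between the library preparations is a candidate explanation for the short loci that was not tested.

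Untested loci had at most 0.275 FPKM in the naive and at most 0.556 FPKM in the pretreated library, and 0 tested loci lay under both values. These limits differ 2.02-fold, close to the 2.03-fold difference in the value of 1 read. A common limit in reads scaled by length, but not by depth, may therefore lie behind them. It was not a fixed number of reads per locus. A naive locus of 119 bp with 1 read had 19.5 FPKM, above the naive limit. A naive locus of 622 bp with 4 reads, at 0.0670 FPKM per read, lay under it. In FPKM, 407 untested loci had pretreated values between these limits, while 425 loci with naive values between the limits and pretreated values under the lower one were tested, of which 42 were called lower. Adjusting the authors' p-values over loci above the higher limit in either library gave 536 higher and 1583 lower calls, a lower share of 74.7% against 75.3% as deposited. Over loci above the lower limit in either library, there were 560 higher and 1590 lower calls, a lower share of 74.0%. Unequal limits for testing in FPKM thus moved the share of lower calls little under both common limits. The p-values themselves were kept, so an effect of unequal depth on them was not tested.

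Higher loci lay next to each other more often than lower loci did in relation to their permutations. The level of expression did not account for it, as 0 of 10000 permutations within deciles of mean FPKM gave as many neighbouring pairs. Overlapping loci counted more than once did not either, as the 33 pairs were counted after keeping 1 locus of each overlapping group. After centring on the median there were 48 pairs of higher loci, against 9.76 ± 2.99 (SD) in the permutations. Lower loci gave 23 pairs, with 287 permutations as high; after centring they gave 9 pairs, with 1107 permutations as high, so some tendency of neighbours to change together in either direction is not excluded. Reads shared between similar neighbouring copies may also produce such runs, and this was not tested, since no sequence of the deposited build was used. A hypothesis left open is that gene clusters responding to interferon carry much of the higher expression after pretreatment; without symbols and 0 h values it could not be tested further.

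Chromosomes differed in their median change. Over loci with a transcript ID, medians were compared with 10000 permutations within classes of locus span and level of expression. For 4 of 20 chromosomes at most 5 permutations were as far: chromosome 7 lay 0.14 and chromosome 17 lay 0.14 above the permutation mean, and chromosome 13 lay -0.14 and chromosome X lay -0.18 from it on the log2 scale. The SDs of these permutations were between 0.0237 and 0.0337. Overlapping loci were counted separately here, and the permutations treated loci as independent, although higher loci often lay next to each other. These SDs may therefore be too small and the counts of permutations too low. Without loci changed past 2-fold, 4 of 20 chromosomes still had at most 5 permutations as far, with smaller departures of 0.13, 0.13, -0.11 and -0.14 in the same order; leaving out few loci at the ends hardly moves a median, so this cannot decide whether such loci carry the pattern. GC content and gene density may differ between these chromosomes and were not tested, so a technical cause is not excluded. A difference in chromosome content between the naive and pretreated cultures is a hypothesis that needs DNA or replicate cultures.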
